A study of Mus musculus with 8 samples. Its data were reported in "Histone methyltransferase Ezh2 coordinates mammalian axon regeneration via regulation of key regenerative pathways" (2024).

How the data were processed

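Chromatin accessibility was profiled by ATAC-seq, in which a transposase places sequencing adapters into open DNA, in retinal ganglion cells (RGCs) of C57BL/6J mice. Virus (AAV2) carrying GFP, Ezh2 or Ezh2-Y726D was injected into the eye, the optic nerve was crushed (ONC) 2 weeks later, and RGCs were sorted 3 days after ONC, with 50000 cells per library. Ezh2-Y726D is a form of the histone methyltransferase Ezh2 without catalytic activity. Groups were taken from the sample titles, which give 3 GFP, 3 Ezh2 and 2 Ezh2-Y726D samples.

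The authors called peaks in each sample separately, not on pooled samples, and deposited 1 list of peaks per sample in the narrowPeak layout. Peak names carry tags for a mapping quality filter, sorting and removal of duplicate reads. The aligner, the peak caller's version and its threshold were not stated for the lists, and the lowest −log10 q lay between 1.31 and 1.38. Chromosome names and lengths were those of the mouse build GRCm38, and all positions are in that build, counted from 1. The deposited fold of a peak is the ratio of the pileup at the summit to the local background of the same library. The deposited −log10 p-value and −log10 q-value are those of the authors' peak caller within the library. The deposited score is a rescaled −log10 q and was not used as a result. The deposited summit is its distance from the start of the peak. These values are the authors', and they served here only to describe, rank or filter peaks within their own list. Peak names carry a replicate number of their own. It matched the title in the GFP and Ezh2 samples, whereas Ezh2-Y726D replicates 1 and 2 carried the numbers 2 and 3.

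The lists hold no read numbers, so sequencing depth is unknown. Low folds took steps of 1 read over the local background, and the background pileup recovered from those steps gave a relative index of depth per library. Its recovery, and the interval operations, were checked in 9 tests on simulated lists, of which 0 were off.

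Gene positions came from the RefSeq annotation of GRCm38.p6. That table was used without strand, exons or start sites, so a peak was assigned to a gene when it lay within 1 kb of either end of the gene (3 kb as an alternative). The design had been written for start sites. As a check of the build, 67.6% of 21887 protein-coding genes had a peak of GFP replicate 1 at a gene end, against 28.0% and 27.9% when genes were moved 20 kb in either direction. A region between genes is named after the gene with the nearest end. No genome sequence was used, so the planned motif test, the correction for GC content and width, and the overlap with Ezh2 exons were not analysed here.

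Peak lists were compared by their number of peaks, by the share of peaks at gene ends, and by the Jaccard index, the number of bp shared by 2 lists over the number in either. Peaks of all 8 lists that shared at least 1 bp were merged into regions. A region was called gained when all samples of the first group had a peak in it and no sample of the other group did, and lost in the reverse case. For a graded comparison, each region with a peak in all 8 lists was ranked by fold within its own list, ranks were turned into normal scores, and group means were compared with limma (lmFit and eBayes, all 8 samples in 1 fit). A region was called at a Benjamini-Hochberg adjusted p-value under 0.05. With simulated noise and no change, limma called 0 of 69493 regions in each of the 3 comparisons. With 200 regions shifted by 2 units, 99%, 97.5% and 98% were recovered in Ezh2 against GFP, Ezh2-Y726D against GFP and Ezh2 against Ezh2-Y726D, with 13, 12 and 14 unchanged regions called. With a shift of 1 unit, 26.5%, 2% and 0% were recovered, so changes of that size went mostly uncalled if few regions changed. Because both comparisons with GFP share the same controls, 50 simulations of unchanged groups against shared controls gave a reference for their correlation and their shared calls.

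Group differences in a single value were tested with two-sided exact permutation tests over all splits of the samples. The smallest p such a test can give here is 0.1, for 3 against 3 and for 2 against 3 samples. Within-group against between-group overlap was tested one-sided over all assignments of the 8 samples. Gene lists were tested in the rank model with camera at a preset correlation of 0.01 and with fry, adjusted over 27 tests. Of the lists, 9 were written beforehand: genes the study names as lowered (10 genes) or raised (12 genes) by Ezh2 in RNA, and markers of RGCs, rods, microglia and macrophages, T cells, Müller glia, amacrine cells and bipolar cells (20 genes each). Another 4 were added after those had been examined: B cells, hepatocytes and endothelial cells (15 genes each) and the interferon response (16 genes). The RGC and bipolar lists share 1 gene.

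Named were Ezh2, the genes of the study lists whose peaks or ranks differed between groups, the 3 regions per comparison and direction with the largest rank difference among called regions whose groups did not overlap, and the 3 gained and 3 lost regions per comparison with GFP with the highest lowest within-list percentile of fold. One region that this rule selects is not reported here. Alternatives were a −log10 q of at least 5, lists of equal length, chromosomes 1 to 19, every line of a list counted, a peak covering at least 0.5 of a region, reciprocal overlap of the same share for the Jaccard index, windows of 501 bp around summits, ranks by −log10 p, regions present in at least 5 lists, ranks within gene-end and other regions, only the compared groups in the fit, a replicate block, and each replicate left out. Computation used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.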

Results

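ATAC-seq peak lists were examined for 8 samples of mouse RGCs sorted after ONC. RGCs had received GFP as the control (3 samples), Ezh2 (3 samples) or catalytically dead Ezh2-Y726D (2 samples). The lists held from 112939 to 135895 peaks, and the shortest peak in each spanned 200 bp. Median peak width ranged from 470 to 508 bp. Sequencing depth is unknown. As a relative index, the background pileup was 3.25, 2.69 and 3.74 reads in GFP replicates 1, 2 and 3, 3.09, 3.33 and 3.59 reads in the Ezh2 replicates and 2.39 and 3.12 reads in the Ezh2-Y726D replicates. Groups did not separate on this index, with two-sided exact p of 0.8 for Ezh2 against GFP and 0.4 for Ezh2-Y726D against GFP. The labels gave no batch, so no comparison within batches was possible.

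The overexpressed gene itself was examined first. Ezh2 lies on chromosome 6 from 47530274 to 47595270, and 13 merged regions overlapped it. Peaks were present in 3, 5 and 6 of them in the GFP replicates, in 8, 10 and 9 in the Ezh2 replicates, and in 4 and 4 in the Ezh2-Y726D replicates. In 3 regions, peaks occurred in all 3 Ezh2 lists and in no other list. They lay at 47540594 to 47540918, 47545596 to 47545992 and 47559902 to 47560158. At 47594045 to 47595712, at 1 end of the gene, all 8 lists had a peak, with folds from 8.96 to 10.8. A peak shows accessible or sequenced DNA at the locus and does not measure Ezh2 expression. The region at 47560890 to 47561895 had a peak in every GFP and Ezh2 list and in neither Ezh2-Y726D list.

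The first question was whether overexpression of Ezh2 or Ezh2-Y726D changed the amount of open chromatin that was called. The lists held 120774 ± 11257 peaks in the GFP group (mean ± SD, n = 3), 129904 ± 5227 in the Ezh2 group (n = 3) and 126697 ± 2872 in the Ezh2-Y726D group (n = 2). Ezh2 exceeded GFP by 9130 peaks (two-sided exact p = 0.3), Ezh2-Y726D exceeded GFP by 5923 peaks (exact p = 0.5), and Ezh2 exceeded Ezh2-Y726D by 3207 peaks (exact p = 0.6). None of the 3 differences exceeded the spread between samples, and the smallest p these group sizes allow is 0.1. Without GFP replicate 3 the difference between Ezh2 and GFP was 15580 peaks, the alternative that moved it most. Peaks covered 71.5 ± 8.69 Mb in GFP, 76.5 ± 4.91 Mb in Ezh2 and 75.7 ± 4.23 Mb in Ezh2-Y726D (SD, n = 3, 3 and 2).

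The share of peaks within 1 kb of a gene end was 19.2% ± 0.919 in GFP (SD, n = 3), 18.6% ± 0.444 in Ezh2 (n = 3) and 17.99% ± 0.136 in Ezh2-Y726D (n = 2). The difference from GFP was -0.530 percentage points for Ezh2 (two-sided exact p = 0.5) and -1.19 for Ezh2-Y726D (exact p = 0.2). With lists of equal length the difference for Ezh2 changed sign, to 0.263 points (exact p = 0.1), so no direction can be given for it. For Ezh2-Y726D it kept its sign, at -0.656 points (exact p = 0.1, the smallest these group sizes allow).

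Whether the treatment groups were visible in the peak lists at all was asked through the overlap between samples. The mean Jaccard index was 0.689 over the 7 pairs of samples within a group (0.671 to 0.700) and 0.598 over the 21 pairs between groups (0.536 to 0.656). The difference of 0.0910 was the largest among all 280 assignments of the 8 samples to groups of these sizes (one-sided exact p = 0.00357). The alternative that moved it most was leaving out a replicate, with values from 0.0788 to 0.107. Between groups, the mean index was 0.629 for GFP with Ezh2, 0.597 for GFP with Ezh2-Y726D and 0.552 for Ezh2 with Ezh2-Y726D. Samples thus separated by group, and the pair of groups with the least overlap was Ezh2 with Ezh2-Y726D, as the plot of Jaccard indices shows.

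**Figure D1:**
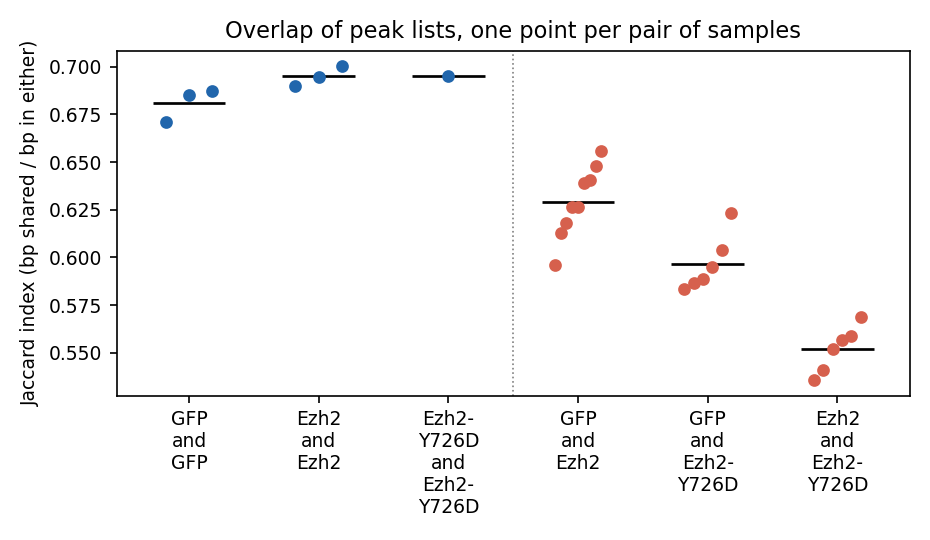
Jaccard index (bp shared over bp in either list) for each pair of samples, by the groups the pair comes from, with 1 point per pair and a bar at the mean. All 7 pairs within a group (blue, 0.671 to 0.700) lie above all 21 pairs between groups (red, 0.536 to 0.656).

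Next, regions were sought that opened or closed in every sample. Merging gave 189914 regions with a median width of 559 bp, of which 69493 (36.6%) had a peak in all 8 lists and 32731 (17.2%) in 1 list. Between Ezh2 and GFP, 5173 regions were gained and 3183 were lost. The total of 8356 was larger than that of the 9 other splits of the same 6 samples, which gave 668 to 1338. Gained and lost regions were weak, with a median within-list percentile of fold of 32.6 and 33.7. Only 49 gained and 27 lost regions had a mean percentile above 75 over the samples of the group that had them. The excess of gained over lost regions was not stable. With lists of equal length, 4066 regions were gained and 4229 lost. Leaving out 1 sample relaxed the requirement and raised the counts, and without GFP replicate 3 the number gained was 9522.

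Ezh2-Y726D gained 9052 regions and lost 8970 against GFP. This near-even split changed with the processing, to 7369 gained and 9537 lost with lists of equal length and to 11888 and 8408 when a peak had to cover at least 0.5 of a region. The total of 18022 exceeded the 1154 to 6591 of the 9 other splits of the 5 samples. Lost regions had a median percentile of 40.0 and gained regions one of 30.0. A mean percentile above 75 over the samples of the group that had them was found in 381 lost and 6 gained regions. Between Ezh2 and Ezh2-Y726D, 17007 regions were gained and 11652 lost. This total of 28659 exceeded the 1150 to 6519 of the other splits. Gained regions had a median percentile of 44.2 and lost regions one of 32.8. By the same measure, 2061 gained and 102 lost regions had a mean percentile above 75. With 2 Ezh2-Y726D samples a region meets the requirement more easily than with 3, so the totals of the 3 comparisons are not on the same footing. Without Ezh2-Y726D replicate 1 the number gained against GFP was 18523.

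**Figure D2:**
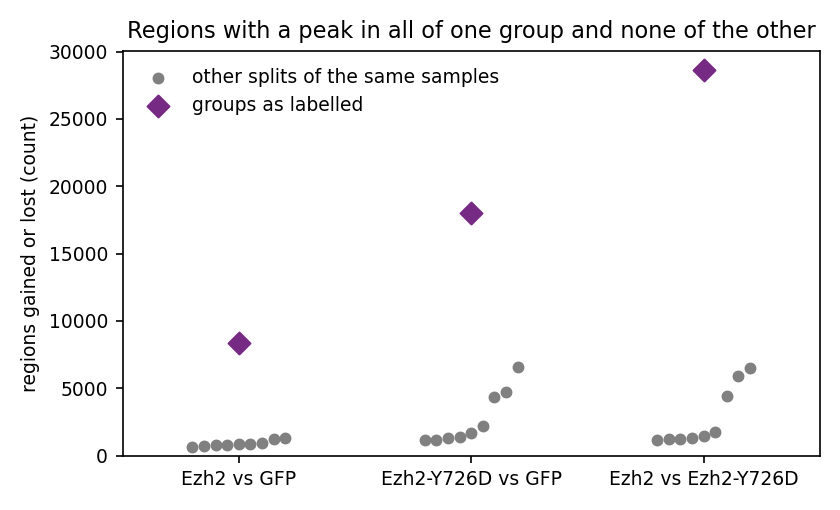
Number of regions with a peak in every sample of 1 group and in no sample of the other, gained and lost together, for the groups as labelled (diamonds) and for the other splits of the same samples (circles, 9 per comparison). The labelled groups gave 8356, 18022 and 28659 regions, and no other split gave more than 6591.

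Among regions gained with Ezh2 against GFP, those with the highest percentiles lay between genes near Gm17052 (chromosome 12, 107404695 to 107405227, folds 8.54 to 10.0), inside Lpo (chromosome 11, 87808215 to 87808844, folds 8.31 to 9.16) and inside Mynn (chromosome 3, 30610924 to 30611411, folds 7.85 to 8.77). Those lost lay near Sema5b (chromosome 16, 35676122 to 35676523, folds 9.22 to 10.1 in GFP), near Gm38656 (chromosome 19, 9169544 to 9170386, folds 7.99 to 8.89) and inside Chuk (chromosome 19, 44087428 to 44088069, folds 7.81 to 8.01). No fold can be given for a list without the peak.

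Regions gained with Ezh2-Y726D lay inside Cntnap5c (chromosome 17, 58101953 to 58102697, folds 7.52 and 7.97), near Gm14062 (chromosome 2, 137989433 to 137989931, folds 7.08 and 7.28) and near Gm40255 (chromosome 4, 127628693 to 127629112, folds 7.08 and 7.28). All 3 also had a peak in each Ezh2 list. That was not typical, since 10.5% of the 9052 gained regions had a peak in every Ezh2 list and 50.1% in none. Regions lost with Ezh2-Y726D lay near Yae1d1 (chromosome 13, 17975596 to 17976469, folds 10.1 to 12.9 in GFP), inside Ctla2b (chromosome 13, 60897156 to 60897956, folds 9.57 to 10.4) and inside Il12rb2 (chromosome 6, 67375282 to 67376497, folds 10.1 to 10.3). All 3 Ezh2 lists had a peak in each of these, as in 76.4% of the 8970 lost regions. When a peak had to cover at least 0.5 of a region, the Il12rb2 region had one in 2 GFP lists.

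A graded comparison then asked which of the 69493 regions open in all samples changed rank within the lists. limma placed 1106 regions higher and 1977 lower in Ezh2 than in GFP, 2469 higher and 3233 lower in Ezh2-Y726D than in GFP, and 4862 higher and 4837 lower in Ezh2 than in Ezh2-Y726D. The median absolute difference of called regions was 1.05, 1.12 and 1.09 normal-score units. Calls against GFP thus numbered 5702 for Ezh2-Y726D and 3083 for Ezh2, and the difference between these counts was not tested. Every called region was without overlap between its groups. Across all regions the groups did not overlap in 24.0%, 41.5% and 47.5%, against 10%, 20% and 20% by chance. The calls were sensitive to the number of samples. Without GFP replicate 2, limma called 269 regions higher and 670 lower in Ezh2 than in GFP, and 845 of the 3083 calls were made again in the same direction. With regions in at least 5 lists, the alternative that moved the counts most upwards, 4612 were higher and 6092 lower in Ezh2 than in GFP.

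Among the largest rank increases with Ezh2 against GFP were regions inside Gatb (chromosome 3, 85629643 to 85630482, difference 1.89, limma adjusted p = 0.0136) and Gne (chromosome 4, 44059601 to 44060437, 1.85, adjusted p = 0.00535). The largest decreases were 4193 bp from Hspa1a (chromosome 17, 34964419 to 34965166, -2.81, adjusted p = 0.0107), 9779 bp from Cldn23 (chromosome 8, 35836338 to 35836963, -2.52, adjusted p = 0.00191) and inside Cnga1 (chromosome 5, 72608069 to 72608897, -2.49, adjusted p = 0.0176). Ranked by −log10 p instead, the Hspa1a and Cnga1 regions had adjusted p of 0.0696 and 0.0795, the highest among their alternatives, of which the lowest were 0.00429 and 0.0107. Cnga1 lost its call in 4 of 13 alternatives, the others being those without GFP replicate 2 (difference -2.47), without GFP replicate 3 (-2.41) and with a block by the numbers of the peak names, added later (adjusted p = 0.0504).

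With Ezh2-Y726D against GFP, the largest increases were inside Dnah11 (chromosome 12, 118130893 to 118131687, 2.14, adjusted p = 0.00234), B4galt1 (chromosome 4, 40819990 to 40820569, 2.11, adjusted p = 0.00478) and Iqcm (chromosome 8, 75479718 to 75480348, 2.06, adjusted p = 0.00220). The largest decreases were in Dhrs9 (chromosome 2, 69380209 to 69380997, -3.25, adjusted p = 0.00126), 12436 bp from Actb (chromosome 5, 142920412 to 142921371, -2.86, adjusted p = 0.00126) and 3900 bp from Gm8189 (chromosome 19, 8517932 to 8519343, -2.76, adjusted p = 0.00198). The Dhrs9 and Actb regions were also among the 3 most increased in Ezh2 against Ezh2-Y726D (3.58 and 3.48, both adjusted p = 0.000220), with a region inside Cops4 (chromosome 5, 100526089 to 100526960, 3.52, adjusted p = 0.000324). Lowest in Ezh2 against Ezh2-Y726D were regions 69029 bp from Gm5500 (chromosome 18, 8486641 to 8487642, -2.98, adjusted p = 0.000422), inside Mctp2 (chromosome 7, 72271281 to 72272121, -2.78, adjusted p = 0.000523) and near Hspa1a (-2.66, adjusted p = 0.00630, with 0.00252 to 0.129 over its alternatives, the highest when ranked by −log10 p).

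The study raised the possibility that Ezh2-Y726D acts against Ezh2, so the changes from GFP were compared across regions. Spearman's correlation of the Ezh2 and Ezh2-Y726D differences was 0.217 over 69493 regions, which are not independent replicates. Both differences contain the same GFP samples. Simulated unchanged groups with shared controls gave a mean of 0.426 (0.416 to 0.434 in 50 simulations), so the observed correlation was lower than without any effect. Regions in at least 5 lists gave 0.133, the lowest of the alternatives. When the 2 differences were taken from different single GFP samples, a comparison added after the correlation had been seen, it averaged 0.0424 over 6 combinations (-0.0318 to 0.105). limma called 722 regions in both comparisons, of which 605 (83.8%) changed in the same direction and 117 (16.2%) in opposite directions. In the simulations, a mean of 98.1% of the regions strongest in both (863 regions on average) changed in the same direction.

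Presence and absence of peaks was compared in the same way. Among regions with a peak in all GFP lists, 20.0% of the 3183 lost in Ezh2 had no peak in Ezh2-Y726D, against 8.54% of the 80295 present in all Ezh2 lists. Among regions with no GFP peak, the order was the other way, since 18.4% of the 5173 gained in Ezh2 had a peak in both Ezh2-Y726D lists, against 25.2% of the 17982 with no Ezh2 peak. The latter have an Ezh2-Y726D peak by construction, all of these counts use the same GFP lists, and no simulation was made for them, so no shared direction is drawn from presence and absence.

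Marker gene lists were used to ask which cells' genes had peaks at their ends. RGC markers had a peak in 95.0% ± 0 of genes in GFP (SD, n = 3), 96.7% ± 2.89 in Ezh2 (n = 3) and 97.5% ± 3.54 in Ezh2-Y726D (n = 2). In GFP the share was also 96.7% for bipolar cell genes, 90.0% for rod and for Müller glia genes and 83.3% for amacrine genes. A high share therefore does not show which cells were sorted. Of 20 microglia and macrophage genes, 14, 12 and 16 had a peak in the GFP replicates, 16, 15 and 17 in the Ezh2 replicates, and 3 and 4 in the Ezh2-Y726D replicates. The mean share was 70.0% ± 10.0 in GFP, 80.0% ± 5.0 in Ezh2 and 17.5% ± 3.54 in Ezh2-Y726D. Of 20 T cell genes, 18, 17 and 20 had a peak in the GFP replicates, all 20 in each Ezh2 replicate, and 10 and 9 in the Ezh2-Y726D replicates. Ezh2-Y726D differed from GFP by -52.5 percentage points for microglia genes and by -44.2 points for T cell genes (two-sided exact p = 0.1 each, the smallest possible with 2 against 3 samples). Ezh2 differed from GFP by 10.0 points (exact p = 0.3) and 8.33 points (exact p = 0.4). With gene ends within 3 kb, the differences of Ezh2-Y726D from GFP were -39.2 and -22.5 points. Peaks occurred in every GFP and Ezh2 list and in no Ezh2-Y726D list for 8 microglia genes and 7 T cell genes, Cx3cr1, C1qb, Cd8a and Lat among them.

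Ezh2-Y726D differed less from GFP in the other lists, as the plot of marker genes shows. It differed from GFP by -9.17 points for bipolar cell genes (exact p = 0.1), -5.0 for rod genes (exact p = 0.4), 6.67 for amacrine genes (exact p = 0.4) and 0 for Müller glia genes. Ezh2 differed from GFP by 11.1 points for genes the study names as raised (exact p = 0.2) and by -8.89 for B cell genes (exact p = 0.2), about the size of the microglia and T cell differences. The difference was -8.33 points for rod genes (exact p = 0.1), -6.67 at a −log10 q of at least 5 (exact p = 0.2) and 0 with gene ends within 3 kb (exact p = 1). Of 10 genes the study names as lowered by Ezh2, 9 had a peak in each GFP and Ezh2 sample and 8 and 9 in the Ezh2-Y726D samples. Of 12 named as raised, 10 to 11 had one in GFP, 11 to 12 in Ezh2 and 10 in each Ezh2-Y726D sample. Of the 4 lists added later, 7, 8 and 8 of 15 B cell genes had a peak in GFP, 7, 6 and 6 in Ezh2 and 7 and 7 in Ezh2-Y726D. From 4 to 5 of 15 hepatocyte genes, from 6 to 9 of 15 endothelial genes and 15 of 16 interferon response genes had a peak across the 8 samples.

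**Figure D3:**
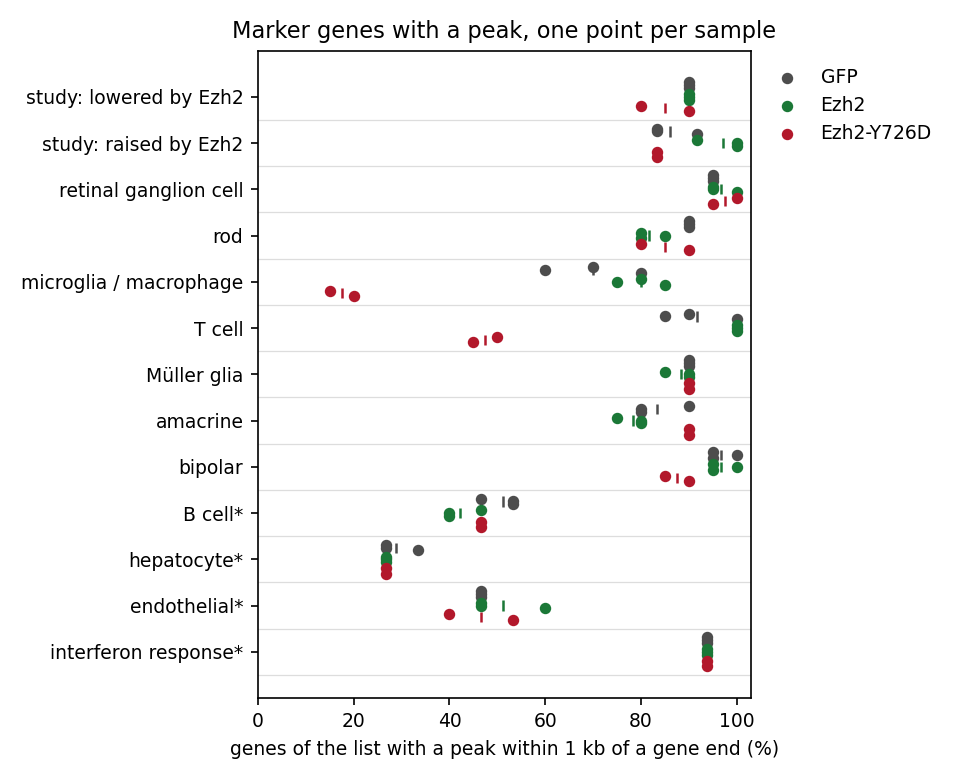
Percent of the genes of each list with a peak within 1 kb of a gene end, with 1 point per sample and a tick at each group mean (asterisks mark lists added later). Microglia and T cell genes have peaks in 15% to 20% and 45% to 50% of genes in the Ezh2-Y726D samples (red), below every GFP (grey) and Ezh2 (green) sample.

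In the rank model the same lists were tested as sets over genes with a gene-end region in all 8 lists. camera placed 5 of 27 tests under an adjusted p of 0.05. In Ezh2 against GFP these were rod genes (median difference 0.253, adjusted p = 0.00665, 16 genes), Müller glia genes (0.178, adjusted p = 0.00665, 17 genes) and bipolar cell genes (0.194, adjusted p = 0.0305, 17 genes). In Ezh2 against Ezh2-Y726D they were Müller glia genes (0.264, adjusted p = 0.0305) and microglia genes (-0.752, adjusted p = 0.0446, 2 genes). None of these calls held under fry at this distance from the gene ends, where it placed 0 of the 27 under 0.05, with the lowest adjusted p at 0.112 and 6 unadjusted p under 0.05. With gene ends within 3 kb it placed 4 under 0.05. For rod genes these were Ezh2 against GFP (0.396, adjusted p = 0.0179) and against Ezh2-Y726D (0.414, adjusted p = 0.0214). For microglia genes they were Ezh2 against GFP (-0.170, adjusted p = 0.0214, 9 genes) and against Ezh2-Y726D (-0.409, adjusted p = 0.00927). For the 4 lists added later, within 1 kb, camera placed 0 of 12 tests under an adjusted p of 0.05 (3 unadjusted) and fry 5. fry called hepatocyte genes in Ezh2-Y726D against GFP (adjusted p = 0.00232, 4 genes) and in Ezh2 against Ezh2-Y726D (0.00196). It called endothelial genes in Ezh2 against GFP (0.0167) and against Ezh2-Y726D (0.00339), and B cell genes in Ezh2 against Ezh2-Y726D (0.0321). The lowest of these was for hepatocyte genes, so a fry call alone does not show a change in a cell type. The requirement of a peak in all 8 lists left 2 of the 20 microglia genes, since it removes genes that lost their peak. It also removes rod genes without a peak in Ezh2, where the share of rod genes with a peak was 8.33 points lower than in GFP. With regions in at least 5 lists, the rod median difference between Ezh2 and GFP was 0.0385. Within 3 kb, where the share did not differ, 18 rod genes were tested and the value was 0.396.

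Of the 22 genes the study's text names as lowered or raised by Ezh2 in RNA, 18 were in the rank model. Over 54 tests, 2 passed an adjusted p of 0.05 over all 20332 genes, 2 passed when adjusted over the list alone, and 3 had an unadjusted p under 0.05. The study chose these genes from RNA of the same treatments, so the adjustment over the list alone is not independent evidence. Epha8 (chromosome 4, 136929419 to 136956859) ranked lower in Ezh2-Y726D than in GFP (-0.916, adjusted p = 0.0130, with within-list percentiles of 19.3 and 30.5 against 50.4, 58.1 and 63.2) and higher in Ezh2 than in Ezh2-Y726D (0.919, adjusted p = 0.00614). Within 3 kb of the gene ends, its difference from GFP was -0.262 (adjusted p = 0.283, over alternatives from 0.0129 to 0.283). Among genes the study names as raised, Sprr1a had a peak in Ezh2 replicates 2 and 3 and in no other list, and Spp1 had one in all 3 Ezh2 lists and in GFP replicate 3. Npy had peaks in 1 merged region in each Ezh2 list and in 2 in every other. Among genes named as lowered, Crhbp had no peak in Ezh2-Y726D replicate 1 and Epha6 had 0 peaks in all lists. Slc6a13 had peaks in 3 merged regions in each Ezh2-Y726D list and in 2 in every other. For Npy and Slc6a13 the counts are of merged regions within 1 kb of a gene end, so the peak itself may lie further away. For the other genes the peaks lay within 1 kb of a gene end. Within 3 kb, all 10 genes named as lowered, Epha6 included, had a peak in every GFP and Ezh2 list.

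Sex chromosome peaks were counted because the animals' sexes may differ between libraries. Chromosome X held 1.66% ± 0.0352 of peaks in GFP (SD, n = 3), 1.66% ± 0.0282 in Ezh2 (n = 3) and 1.87% ± 0.0267 in Ezh2-Y726D (n = 2), a difference of 0.206 points from GFP (two-sided exact p = 0.1). Chromosome Y held 15, 12 and 17 peaks in the GFP replicates, 13, 11 and 15 in the Ezh2 replicates and 22 and 22 in the Ezh2-Y726D replicates.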

Values the study reported

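For RNA-seq of RGCs treated in the same way, the study reported 669 genes that differed between Ezh2 overexpression and control, and 1,103 genes that differed after Ezh2-Y726D overexpression. Of 236 genes changed in both, it reported that 203 (86%) changed in opposite directions. From its ATAC-seq, the study also reported considerably more regions of differing accessibility after Ezh2-Y726D than after Ezh2. It found immune response terms shared by promoters more open with Ezh2 and promoters more closed with Ezh2-Y726D. From the RNA and ATAC-seq results together it proposed that Ezh2-Y726D might act against endogenous Ezh2.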

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

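The comparisons, their alternatives and the 9 first gene lists were fixed before the data were examined. Chosen after the results were seen were the replicate block with other numbers, the sets over regions in at least 5 lists, and all alternatives for the microglia and T cell shares, the Ezh2 locus and the sex chromosomes. Of the alternatives that kept all samples, 95 left a result that answers a comparison the same, 13 moved it and 1 reversed it. For single genes, regions and sets, 211 were the same, 20 weaker, 2 stronger, 1 moved and 2 reversed. Of the alternatives that left out 1 sample, 87 left a result that answers a comparison the same and 25 moved it. For single genes, regions and sets, 80 that left out 1 sample were the same and 2 weaker. The planned motif test and the correction for GC content and width, alone or with the block, were not run, because no genome sequence was used.

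Peak counts and overlap kept their direction in every alternative that was run. The correlation of both effects went from 0.133 to 0.311, but the shared GFP samples make it positive by themselves, so its sign shows no stability. With no GFP sample in common, a comparison added later, it went from -0.0318 to 0.105, and from -0.0499 to 0.0450 with regions in at least 5 lists. Leaving out 1 sample gave differences in peak number from 5212 to 15580 for Ezh2 against GFP, from 2005 to 12373 for Ezh2-Y726D against GFP and from 212 to 5238 for Ezh2 against Ezh2-Y726D. The share of peaks at gene ends in Ezh2 against GFP reversed to 0.263 points with lists of equal length. Within GFP, replicate 3 with 133674 peaks had a share of 18.1% and replicate 2 with 112939 peaks 19.9%. At equal length both were at 19.9%, so the share depended on list length. Whether that alone caused the reversal was not tested.

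Gained and lost counts stayed within 1.5 times the reported ones under every alternative that kept all samples. The share gained in Ezh2 against GFP did move, since lists of equal length gave 4066 gained and 4229 lost beside 5173 and 3183. In Ezh2-Y726D against GFP, lists of equal length gave 7369 and 9537, a −log10 q of at least 5 gave 6345 and 7330, and a peak covering at least 0.5 of a region gave 11888 and 8408, beside 9052 and 8970. Leaving out 1 sample gave from 5911 to 9522 gained and from 3767 to 5357 lost in Ezh2 against GFP, from 10345 to 18523 gained and from 9836 to 12430 lost in Ezh2-Y726D against GFP, and from 19405 to 20772 gained and from 13095 to 21293 lost in Ezh2 against Ezh2-Y726D. A count over fewer samples is larger by construction.

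Counts from limma moved most. With regions in at least 5 lists, 109942 regions were tested and those without a peak took the lowest rank, which gave 4612 higher and 6092 lower in Ezh2 against GFP, 5268 and 9018 in Ezh2-Y726D against GFP, and 12686 and 10810 in Ezh2 against Ezh2-Y726D. Ranks by −log10 p gave 2077 higher and 4926 lower in Ezh2-Y726D against GFP, so the split between directions also moved, beside 2469 and 3233. In Ezh2 against Ezh2-Y726D they gave 5885 higher and 3979 lower beside 4862 and 4837. The cause was not tested. A −log10 q of at least 5 left 55513 regions to test and gave 1860 higher and 2097 lower in Ezh2-Y726D against GFP. Leaving out 1 sample gave fewer calls with fewer samples, from 269 to 603 higher and from 670 to 1476 lower in Ezh2 against GFP, from 1367 to 1833 and from 1980 to 2358 in Ezh2-Y726D against GFP, and from 3508 to 3826 and from 3713 to 3982 in Ezh2 against Ezh2-Y726D. The lowest values in Ezh2 against GFP came without GFP replicate 2. No limma fit was made with 1 Ezh2-Y726D sample.

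Samples with the same replicate number showed little common deviation across all regions. The correlation of their deviations from the group means averaged 0.0143 over 7 pairs (-0.0151 to 0.0478). With the Ezh2-Y726D numbers of the peak names it averaged 0.0217 (0.00180 to 0.0478), and 0 pairs were over 0.1. A strong pairing by number across the regions as a whole was therefore not seen. A batch shared by number that acts on some regions only is not excluded. With a replicate block, limma called 746 higher and 1454 lower in Ezh2 against GFP, 2156 and 2651 in Ezh2-Y726D against GFP, and 3984 and 4085 in Ezh2 against Ezh2-Y726D. With the block by the numbers of the peak names it called 652 and 1305 in Ezh2 against GFP and 1347 and 1897 in Ezh2-Y726D against GFP. Either block left 3 residual degrees of freedom in place of 5, which costs power. Whether this accounts for all of the smaller counts was not tested.

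For the gene sets, camera called 5 and fry 0 of 27. With gene ends within 3 kb, with either block and with regions in at least 5 lists, camera called 4. These 4 were not always the same sets. With regions in at least 5 lists, rod, Müller glia and bipolar cell genes in Ezh2 against GFP lost their call. Their camera adjusted p were 0.136, 0.0646 and 0.113. Müller glia genes in Ezh2 against Ezh2-Y726D lost theirs too (0.261). The 4 calls in that setting were the microglia and T cell sets in both comparisons with Ezh2-Y726D. fry called 4 with gene ends within 3 kb, 0 with either block and 4 with regions in at least 5 lists, so its result depends on the regions used. With regions in at least 5 lists the microglia set was at -0.895 in Ezh2-Y726D against GFP and at 1.23 in Ezh2 against Ezh2-Y726D, reversed from 0.578 and -0.752. The values of 0.578 and -0.752 rested on the 2 microglia genes with a peak in every list, because the requirement removes genes that lost their peak. With gene ends within 3 kb, 9 microglia genes met the requirement, and the values were 0.141 and -0.409. Those from regions in at least 5 lists restate the missing peaks, which take the lowest rank, and are no separate evidence. Of 206 alternatives for the named rank regions, 199 were the same, 7 weaker and 0 reversed. Depth is unknown, so a region without a peak may lie just under the calling threshold, and this limits every gained or lost region.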

Other observations

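The tests in this part were chosen after the results they bear on had been seen, except the overlap test over all 8 samples and the count of splits for the limma calls. The simulation of shared direction was planned after the observed share was known and before its own result was. The gene lists for B cells, hepatocytes, endothelial cells and the interferon response were also written after the first lists had been examined.

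How far the labelled groups stand out was asked by regrouping the samples. Of the 10 splits of the 6 GFP and Ezh2 samples, 1 gave as many gained and lost regions, the real one. For the limma calls, 1 of the 10 splits gave as many, again the real one, and each of the others gave 0 calls, with 2544 to 3830 regions at an unadjusted p under 0.05 beside 13903 in the real one. With 10 splits the share cannot fall under 0.1, so this count alone does not decide whether the grouping is coincidental. Over all 8 samples, the labelled groups gave the largest overlap difference of 280 assignments (one-sided exact p = 0.00357), which argues against a coincidental grouping.

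Peaks at microglia and T cell genes were scarcer in both Ezh2-Y726D libraries than in all other libraries. Set against the other 6 samples together, a grouping made after the values were seen, the exact p was 0.0357 for each list, the smallest value that 28 splits can give. The bipolar cell genes reached the same exact p with a difference of -9.17 points, so this value does not single out the immune lists. Shallower libraries or weak peaks near the calling threshold would cost genes with GFP peaks of the same strength as many peaks, whatever their cell type. In 10000 random lists matched to the microglia genes on peak strength in GFP, the median difference was -8.33 points and the lowest -45.8, and the 16 microglia genes with a GFP peak were at -65.6. For T cell genes the lowest random value was -34.2, against -44.2. Neither explanation therefore accounts for the whole loss.

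A candidate explanation is a smaller share of immune cells among the sorted cells of the Ezh2-Y726D libraries, because T cells carry the surface protein CD90.2 that was used in the sort. This reason is given for T cells alone and does not cover microglia, whose genes lost the most peaks. The explanation predicted that B cell genes would lose peaks too, and they differed by -4.44 points from GFP, less than the microglia and T cell genes. That prediction was not met. Of the 15 B cell genes, 7 had no peak in any library, but the mean share in GFP was 51.1%, so the list could have fallen. The result does not decide the question, because no reason is given here for B cells to fall with T cells. Other values go both ways. The microglia genes Spi1 and C1qc kept a peak in both Ezh2-Y726D libraries. P2ry12 had peaks in all GFP and Ezh2-Y726D lists and in no Ezh2 list. These genes were picked after their values were seen. Strong markers were well above the calling threshold elsewhere, with Lat at the 71.7th to 90.8th percentile of fold in GFP and the 87.1st to 95.3rd in Ezh2. No gene was shared with another list, and how many of these genes RGCs themselves use was not tested here. A smaller immune share and a closing of immune genes within RGCs cannot be told apart here, because the B cell list decides little and all sorted cells were measured together. A batch that the labels do not give was not tested.

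The correlation between the Ezh2 and Ezh2-Y726D changes was lower than shared controls alone would give. The lowest value in the simulations of unchanged groups was 0.416, above the observed 0.217, so shared controls do not explain the low value. With no GFP sample in common the correlation averaged 0.0424, and -0.00362 with regions in at least 5 lists, so it was near 0. Effects of both constructs that are unrelated to each other add variance of their own and may lower the correlation in the same way. More immune cells in the Ezh2 than in the GFP libraries could lower it. Microglia genes with a peak were more frequent in Ezh2 by 10.0 points, with an exact p of 0.3. With gene ends within 3 kb the difference was 3.33 points, and 0 for T cell genes. In that setting, 9 microglia genes ranked lower in Ezh2 than in GFP (-0.170, fry adjusted p = 0.0214, camera adjusted p = 0.136). With regions in at least 5 lists, 15 microglia genes ranked higher (0.266, fry adjusted p = 0.615). These values go both ways, and the groups are too small to decide it. An effect of the catalytically dead form against endogenous Ezh2, which the study raised, stays open and was not tested by itself.

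Regions called in both comparisons mostly changed in the same direction. A majority of this kind is what shared controls could produce without any effect, since unchanged simulated groups had 98.1% of regions in the same direction, so it is no evidence of a common effect. The observed 83.8% lay under the lowest simulated value of 97.1%, so shared controls alone do not give the share in opposite directions, which was 16.2%. What causes this share was not tested. It is lower than the share quoted from the study above, which was counted on RNA rather than on accessibility and with separate controls for each comparison, so the shares are not directly comparable.

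Both sex chromosomes had more peaks in the Ezh2-Y726D libraries. A larger share of female animals would raise X and lower Y, whereas Ezh2-Y726D exceeded GFP by 7.33 Y chromosome peaks, so that explanation goes against the values. No biological explanation was tested for it.

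Vector coding sequence read as genome may have made the 3 peaks inside Ezh2 that occurred in the Ezh2 libraries alone. The Ezh2-Y726D vector carries the same gene with a single changed codon, and its libraries had 0 peaks in those regions. This argues against vector sequence, but a smaller amount of vector DNA under the calling threshold in those libraries cannot be told apart from its absence, and exons were not used here.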
